# CircPan3 Promotes the Ghrelin System and Chondrocyte Autophagy by Sponging miR-667-5p During Rat Osteoarthritis Pathogenesis

**DOI:** 10.3389/fcell.2021.719898

**Published:** 2021-11-19

**Authors:** Jing Zeng, Zhenzhen Zhang, Qing Liao, Qijin Lu, Jiemei Liu, Lixia Yuan, Gang Liu

**Keywords:** circPAN3, miR-667-5p, ghrelin, chondrocyte autophagy, osteoarthritis

## Abstract

This study aimed to investigate the potential roles of circRNAs in regulating osteoarthritis (OA)-related ghrelin synthesis, autophagy induction, and the relevant molecular mechanisms. Results showed that Col2a1, Acan, ghrelin, and autophagy-related markers expression were downregulated, while matrix metalloproteinase 13 (MMP13) and a disintegrin and metalloproteinase with thrombospondin motifs 5 (ADAMTS5) expressions increased in both IL-1β-induced rat chondrocytes and cartilage tissues of OA rats. A total of 130 circRNAs and 731 mRNAs were differentially expressed in IL-1β-induced rat chondrocytes. Among them, we found that circPan3 expression was significantly decreased in both cellular and animal OA models. CircPan3 directly targeted miR-667-5p. CircPan3 overexpression promoted Col2a1, Acan, ghrelin, beclin 1, and LC3-II expression but reduced MMP13 and ADAMTS5 expression in rat chondrocytes, whereas overexpression of miR-667-5p exhibited opposite effects on the above markers. Furthermore, we found that miR-667-5p bound directly to the 3′-UTR sequence of ghrelin gene. Moreover, the circPan3-induced alterations in chondrocytes were antagonized by miR-667-5p overexpression. Taken together, our findings demonstrate that circPan3 promotes ghrelin synthesis and chondrocyte autophagy via targeting miR-667-5p, protecting against OA injury. This study provided experimental evidence that circPan3/miR-667-5p/ghrelin axis might serve as targets of drug development for the treatment of OA.

## Introduction

Osteoarthritis (OA) is a common chronic joint disease characterized by articular cartilage degeneration and subsequent destruction of cartilage and bone. OA usually affects weight-bearing joints, including the knees and hips (Lambova and Müller-Ladner, 2018; Yu and Zhao, 2019). Over recent decades, OA has become a leading cause of disability and pain worldwide, showing an occurrence rate of 10–20% among the population aged over 50 years (Blanco et al., 2018; Lambova and Müller-Ladner, 2018). Previous etiological investigations revealed that the pathogenesis of OA is closely associated with many risk factors, such as age, female sex, genetic predisposition, mechanical stress, obesity, and joint injury (Lambova and Müller-Ladner, 2018; Yu and Zhao, 2019). Under physiological conditions, the articular cartilage consists of extracellular matrix and the chondrocytes (Lambova and Müller-Ladner, 2018). The extracellular matrix mainly includes collagen type II (Col-II), Col-IX, Col-XI, and proteoglycans-mainly aggrecan (Acan), which are synthesized by chondrocytes and other cell types (Lambova and Müller-Ladner, 2018). The Col-II and Acan contents in the articular cartilages were significantly decreased mainly due to abnormal chondrocytes, while the secretion of cartilage-degrading metalloproteinases (MMP13 and ADAMTS5) was elevated (Xie et al., 2017; Lambova and Müller-Ladner, 2018). These abnormal catabolic processes are mainly induced by excessive generation of interleukin-1β (IL-1β) and tumor necrosis factor alpha (TNF-α). They inhibited the synthesis of the extracellular matrix components (e.g., Col-II and Acan) in chondrocytes (Qu et al., 2017; Lambova and Müller-Ladner, 2018). However, the molecular mechanisms underlying the development of OA remain poorly unknown.

Ghrelin (GHRL) is an orexigenic peptide hormone that is synthesized in the stomach. GHRL promotes food intake, leading to increased body weight through interacting with the growth hormone secretagogue receptor (GHSR) and regulating the secretion of the pituitary growth hormone (GH) (Tschöp et al., 2000; Mani and Zigman, 2017). Hence, the GHRL system has also been proposed as a promising target for obesity intervention (Schellekens et al., 2010; Mani and Zigman, 2017). Besides, the GHRL system is also produced in various organs and involved in several other physiological and pathogenic processes, including blood glucose metabolism, cardiac and gastrointestinal functions, endocrine and exocrine pancreatic secretion modulation, bone formation, inflammation inhibition, psychosocial stress, cachexia, and anorexia nervosa (Delporte, 2013; Mani and Zigman, 2017). More importantly, GHRL has also been considered as a protective agent against the incidence and development of OA in recent years (Zou et al., 2016; Liu et al., 2018; Qu et al., 2018). For instance, GHRL effectively repressed the production of inflammatory cytokines and chondrocyte apoptosis while elevated the expression of Col-II and Acan in chondrocytes by modulating protein kinase B (Akt) and nuclear factor-kappa B (NF-κB) signaling during OA development (Qu et al., 2018).

The development and progression of OA are associated with insufficient autophagy in chondrocytes (Zhang et al., 2015; Yu and Zhao, 2019). Autophagy activation inhibited the mammalian target of rapamycin (mTOR) and thus effectively attenuated OA lesion in a mouse OA model (Shen et al., 2019). Autophagy was shown to be regulated by the GHRL system (Xu et al., 2017; Zhu et al., 2017). GHRLregulated the expression of autophagy-related genes through Akt and other signaling pathways in the pathogenesis of obesity, heart failure, and other diseases (Yuan and Wang, 2020). However, the specific molecular mechanisms by which the ghrelin system regulates the autophagy process during OA pathogenesis is still unclear.

Non-coding RNAs have been identified as potent regulators of gene expression under various biological and pathogenic processes, including OA development (Miyaki and Asahara, 2012; Su et al., 2016; Hu et al., 2018; Yu and Zhao, 2019). For instance, several microRNAs (miRNAs), such as miR-140, were reported to regulate the expression of OA-related genes and mediate the chondrocyte alterations associated with OA pathogenesis (Miyaki and Asahara, 2012; Yu and Zhao, 2019). Specifically, miRNA-145 suppressed the TNF-α-induced cartilage matrix degradation during OA development by directly suppressing the expression of the mitogen-activated protein kinase kinase 4 (*MKK4*) gene (Hu et al., 2017). A set of miRNAs modulated OA development via regulating the chondrocyte autophagy process (Yu and Zhao, 2019). The expression of miR-335-5p was significantly downregulated in peripheral blood mononuclear cells (PBMCs) of osteoarthritis patients, suggesting that miR-335-5p might be a protective molecule for osteoarthritis (He et al., 2017). MiRNA-335-5p inhibited chondrocyte inflammation during OA development via activating autophagy (Zhong et al., 2019).

Circular RNAs (circRNAs), another group of non-coding RNAs, exert biological roles mainly by acting as miRNA sponges. circRNAs also perform essential roles in the regulation of chondrocytes and OA development (Li et al., 2017; Zhou et al., 2018, 2019; Shen et al., 2019). Circ-0045714 regulated the synthesis of extracellular matrix components and the proliferation and apoptosis of chondrocytes in OA by sponging miR-193b, which targets the insulin-like growth factor 1 receptor (*IGF1R*) gene (Li et al., 2017). The interaction between circRNAs and miRNAs attributing to the ghrelin function and autophagy underlying OA pathogenesis warrants further investigations.

We profiled the differentially expressed circRNAs using a cellular OA model in rat chondrocytes in the present study. We further identified circPan3 targeting miR-667-5p and investigated their roles in regulating ghrelin synthesis, chondrocyte autophagy, and cartilage homeostasis-related markers.

## Materials and Methods

### Chondrocyte Isolation and Treatment

Knee joint tissues were collected from 6-day-old Sprague Dawley rats. Primary rat articular chondrocytes were isolated from the knee joint tissues as described previously, with minor modifications (Gosset et al., 2008; Zhou et al., 2018). Briefly, bilateral knee joint cartilage was rinsed twice with PBS and then digested with trypsin at 37°C for 30 min in a thermal incubator supplied with 5% CO_2_. Then the tissue fragments were incubated overnight in a 0.1–0.2% collagenase II solution at 37°C (Jiang et al., 2016). After filtering and centrifuging at 400 × *g* for 10 min, rat articular chondrocytes were seeded and cultured in GIBCO DMEM/F12 (1:1) medium (No.: C11330500BT), supplemented with 10% fetal bovine plasma (FBS; Gibco) and 1% penicillin and streptomycin (Sigma Aldrich). Cells grew on 60 mm culture plates at 37°C in a humidified incubator supplied with 5% CO_2_. Cells were passaged when they reached 80–90% confluent. Chondrocytes within P3 generation were used in this study.

Rat chondrocytes were treated with recombinant rat IL-1β (cat. No. I2393; Sigma Aldrich; 10 ng/ml) for 12 or 24 h to establish an *in vitro* OA cellular model as previously described (Huang et al., 2019). Chondrocytes cultured under normal conditions without IL-1β were set as normal control (NC) group.

### Quantitative Real-Time Polymerase Chain Reaction and Reverse Transcription Polymerase Chain Reaction

The relative expressions of mRNAs, miRNAs, and circRNAs in chondrocytes and rat articular cartilage were measured by quantitative real-time polymerase chain reaction (RT-qPCR), as described previously (Zhou et al., 2019). Briefly, total RNA was extracted from cells or tissues using the Invitrogen^TM^ TRIzol^TM^ Reagent (cat. No. 15596026; Thermo Fishier Scientific). Then, complementary DNA (cDNA) library was synthesized using the TransScript Reverse Transcriptase (MMLV) (#AT101-02; TransGene Biotech, Beijing, China) according to the manufacturer’s instructions. The expression levels of mRNAs, miRNAs, and circRNAs were finally determined by RT-qPCR using the SYBR Premix Ex Taq II (#RR820A; Takara Bio, Japan) according to the manufacturer’s instructions. GAPDH was used as an internal reference for the quantification of mRNAs and circRNAs (Zhou et al., 2019). U6 was used as an internal reference for quantifying miRNAs. To validate the circular properties of the predicted circPan3, regular reverse transcription polymerase chain reaction (RT–PCR) was carried out using cDNA or genomic DNA (gDNA) as the template, combined with divergent and opposite-directed primer pairs to determine circRNA and linear DNA, respectively. The primers are listed in Table 1.

**TABLE 1:** Primers applied for RT-qPCR method.

**Primer ID**	**Primer sequences (5′-3′)**	**Product length (bp)**
Col2a1-F	GGCCAGGATGCCCGAAAATTA	153
Col2a1-R	ACCCCTCTCTCCCTTGTCAC	
Acan-F	TTGATGAGTGCCTCTCAAGCC	84
Acan-R	TCGGAAGGCATAAGCATGTGA	
Ghrelin-F	GAGCTCAGTACCAGCAGCAT	91
Ghrelin-R	TACTTGTTAGCTGGCGCCTC	
circwdr33-F	TGCCCAGTGTTTGTTGTGAG	97
circwdr33-R	TGGAACCTCGGCATATGGAA	
circsox6-F	GGACGGAACAAGAGGAAGAA	116
circsox6-R	TGCCCTCTTCCTTTTCCCTT	
circscaper-F	TATCCAGGGGCGTGAACTTT	144
circscaper-R	CCATGTGCCTTCGAATGCTT	
circZfpm1-F	AGTGGCCCAGGTTCCCTC	134
circZfpm1-R	TCTTCTCTGGGTGGACTTGG	
miR-667-5p-F	AACAATCGGTGCTGGTGGA	68
miR-667-5p-RT	GTCGTATCCAGTGCAGGGTCCGAGG TATTCGCACTGGATACGACGTGCTC	
miR-667-5p-R	GTCGTATCCAGTGCAGGGT	
GAPDH-F	GCAAGAGAGAGGCCCTCAG	74
GAPDH-R	TGTGAGGGAGATGCTCAGTG	
U6-F	CTCGCTTCGGCAGCACA	94
U6-R	AACGCTTCACGAATTTGCGT	
circpan3-LF	TACCGGGCTTCCAAATCCAT	155
circpan3-LR	GTGTATGGCTTGGCACTGTC	
circpan3-CF	CTCCAGGCTGAGTAACGTGT	199
circpan3-CR	TACCGGGCTTCCAAATCCAT	

### Western Blotting

Total proteins from cultured chondrocytes or cartilage tissues were extracted using radioimmunoprecipitation assay (RIPA) lysis buffer (Beyotime, China). The protein concentration was measured using the bicinchoninic acid (BCA) protein assay (Beyotime, China). After boiling at 100°C for 5 min, protein samples were subjected to separation on SDS–PAGE and blotted onto PVDF membranes. Subsequently, the PVDF membranes were blocked with a 5% skimmed milk solution for 2 h at room temperature, followed by incubation with primary antibodies overnight at 4°C. Then, membranes were incubated with corresponding secondary antibodies for 1 h at room temperature. Bands were developed using the Pierce^TM^ ECL Western Blotting Substrate (#32106; Thermo Fishier Scientific). GAPDH was used as the internal standard. The antibodies used in this study were anti-Col2a1 (#ab34712; Abcam, Cambridge, United Kingdom; 1:4000), anti-aggrecan (#ab36861; Abcam; 1:5000), anti-ghrelin (#31865; CST, Danvers, United States; 1:4000), anti-LC3 (#4108; CST; 1:5000), anti-beclin1 (#ab210498; Abcam; 1:4000), MMP13 (ab39012, Abcam; 1:5000), ADAMTS5(ab41037, Abcam;1:250), and anti-GAPDH (#ab181602; Abcam; 1:5000) antibodies.

### Profiles of circRNAs and mRNAs

The deep-sequencing method was employed to determine the differentially expressed circRNAs and mRNAs in IL-1 β-treated chondrocytes compared with control chondrocytes, as described previously (Yan et al., 2017). Briefly, total RNA samples were extracted from chondrocytes after the indicated treatments. The RNA integrity was evaluated using an Agilent 2100 Bioanalyzer. The fragment size of RNA was determined by agarose gel electrophoresis. The rRNA components were removed from the RNA samples using the Qiagen RiboMinus Eukaryote Kit, according to the manufacturer’s instructions. Subsequently, the RNA library for sequencing was established from the mixed RNA samples (from three independent experiments) using the NEBNext Ultra II RNA Library Prep Kit (#E7770S; NEB, United States) according to the protocol provided by the manufacturer. Finally, the constructed RNA library was sequenced using a Hiseq 2000 instrument (Illumina, United States). Clean reads from sequencing were aligned with the rat reference genomic database using the Bowtie2 software, as described previously (Langmead and Salzberg, 2012). Then we applied the back-splice algorithm for the selection of read junctions. Subsequently, the function prediction and annotation of circRNAs were carried out using the CIRI software, which was designed for *de novo* circRNA identification (Gao et al., 2015). The mapped back-splicing junction reads per million mapped reads (RPM) values were then calculated by normalizing to the total read numbers. RPM was used for assessing the circRNA relative expression levels. Significant differences in circRNA expression between the two groups were determined using *P*-values ≤ 0.05 and Log2Ratios ≥ 1 as the thresholds. The differentially expressed mRNA profiles between the two groups were also generated by RNA sequencing, according to a previous report (Bauer et al., 2010), using *P*-values ≤ 0.05 and Log2Ratio ≥ 0.59 to define significantly differentially expressed mRNAs.

### Bioinformatics Analysis

The hierarchical clustering of differentially expressed circRNAs and mRNAs in both groups’ chondrocytes was presented as heap maps created using the pheatmap (version 1.0.10). The functional categorization of differentially expressed mRNAs was performed using Visualization and Integrated Discovery (DAVID) database, based on gene ontology (GO) biological processes, molecular functions, and subcellular components. The signaling pathway enrichment of differentially expressed mRNAs was analyzed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. The receiver operating characteristic (ROC) curve analysis was carried out using the SPSS 20.0 software.

### Animal Model and Histological Evaluation

Animals were maintained under standard conditions (12-h light/12-h dark cycle at 20–24°C and 50–55% humidity) for one week before surgery. In total, 20 male 12-week-old Sprague Dawley rats were randomly divided into the OA model group (*n* = 10) and the control group (*n* = 10). OA model in rats was fabricated as described previously (Appleton et al., 2007). Briefly, all animals were anesthetized with ketamine (100 mg/ml), xylazine (20 mg/ml), and acepromazine (10 mg/ml) dissolved in saline (0.9% solution) at a dose of 100 μl/100 gm body weight. The OA group rats were exposed the medial aspect of the right knee joint capsule and performed anterior cruciate ligament transection and partial medial meniscectomy. The rats in the control group were performed a sham surgery: a similar operation in the same joint positions without anterior cruciate ligament transection and partial medial meniscectomy. Then trisbrissen antibiotic (Schering Canada, Pointe Claire, QC, Canada) was administrated for three days to avoid infection. And rats in both groups were forced mobilization for 4 weeks: 30 min, three times per week. Four weeks after the operations, the rats were sacrificed. Their right knee joints were surgically collected for histological evaluations via H&E and safranin O/fast green staining (Song et al., 2018). The Osteoarthritis Research Society International (OARSI) cartilage OA grading system was employed to determine the extent of cartilage degeneration (Glasson et al., 2010). A total of three different areas from the medial tibial plateau were randomly selected to calculate and evaluate the OARSI score. The sections were examined blindly by two researchers, respectively, and the scores were averaged to minimize observer bias. At the same time, blood samples were collected from the abdominal aorta and stored in a vacutainer. The blood samples were centrifuged at 1075 *g* for 20 min to collect plasma for biochemical analysis. The ghrelin, IL-1β, and IL-6 contents in the plasma were measured using the Rat GHRL ELISA Kit (#E-EL-R0842c; Elabscience, Wuhan, China), the Rat IL-1βELISA Kit (#20210628CN; Meimian, Jiangsu, China), and the Rat IL-6 ELISA Kit (#E-EL-R0015c; Elabscience, Wuhan, China) according to the manufacturer’s instructions. The Experimental Animal Ethics Committee of Forevergen Medical Laboratory Animal Center approved the animal operations mentioned above.

### Cell Transfections

In order to overexpress circPan3 in rat chondrocytes, a recombinant pcDNA3.1-circPan3 vector was constructed. CircPan3-coding sequences were amplified via RT–PCR and inserted into pcDNA3.1. We used miR-667-5p mimics to overexpress miR-667-5p in rat chondrocytes. MiR-667-5p mimics (forward, 5′–CGGUGCUGGUGGAGCAGUGAGCAC–3′; and reverse, 5′–GUGCUCACUGCUCCACCAGCACCG–3′) and mimics negative control (mimics NC) (forward, 5′–UUCUCCGAACGUGUCACGU–3′; and reverse, 5′–ACGUGACACGUUCGGAGAA–3′) sequences were synthesized at the GenePharma Company (Shanghai, China). When reaching 70–80% fusion in a 6-well plate, cells were transfected with the above plasmid vector or mimics and their respective control using lipofectamine 3000 reagent (Thermo Fishier Scientific) according to the manufacturer’s instructions.

### Dual-Luciferase Reporter Assay

The dual luciferase reporter assay was used to reveal the interaction between circPan3, miR-667-5p, and *ghrelin* gene 3′-UTR (untranslated regions). The assays were carried out using the Nano-Glo Dual-Luciferase Reporter (NanoDLR) Assay (Promega) according to the manufacturer’s instructions. 

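The circPan3 sequences used for the reporters were compared with miR-667-5p (CGGUGCUGGUGGAGCAGUGAGCAC) by base pairing without mismatches. CircPan3 wt1 has 120 bases, and its bases 56 to 62 (CAGCACC), counted from its 5′ end, are complementary to positions 2 to 8 of the miRNA, counted from its 5′ end. CircPan3 wt2 has 150 bases, and its bases 143 to 148 (AGCACC) are complementary to positions 2 to 7. In the mutant reporters, 17 bases between 39 and 62 of wt1 and 16 bases between 129 and 148 of wt2 are changed, and neither run remains. The ghrelin 3′-UTR sequence has 117 bases, and its bases 76 to 82 (CCAGCAC) are complementary to positions 3 to 9 of the miRNA. Its mutant has 15 bases changed between 62 and 82. The last bases of wt2 (GATTAGCACCAG) followed by the first bases of wt1 (TTCCCGGA) form the junction read in Figure 4J, and with wt2 placed before wt1, the divergent primers CTCCAGGCTGAGTAACGTGT and TACCGGGCTTCCAAATCCAT enclose 199 bp.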

The wild-type (wt) circPan3 sequences (circPan3 wt1: 5′–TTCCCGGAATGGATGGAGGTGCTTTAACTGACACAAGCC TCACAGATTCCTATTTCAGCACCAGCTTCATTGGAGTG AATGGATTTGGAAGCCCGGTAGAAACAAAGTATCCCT TGATGC–3′; and circPan3 wt2: 5′–AGACACCAAATCCTACT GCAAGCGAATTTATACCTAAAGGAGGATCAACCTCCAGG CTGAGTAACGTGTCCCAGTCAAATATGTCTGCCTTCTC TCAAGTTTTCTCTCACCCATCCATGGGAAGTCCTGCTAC TGCTGGATTAGCACCAG–3′), the corresponding mutant type (mut) sequences (circPan3 mut1: 5′–TTCCCGGAATGGA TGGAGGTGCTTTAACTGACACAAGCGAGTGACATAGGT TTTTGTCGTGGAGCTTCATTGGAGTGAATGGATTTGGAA GCCCGGTAGAAACAAAGTATCCCTTGATGC–3′; and circPan3 mut2: 5′–AGACACCAAATCCTACTGCAAGC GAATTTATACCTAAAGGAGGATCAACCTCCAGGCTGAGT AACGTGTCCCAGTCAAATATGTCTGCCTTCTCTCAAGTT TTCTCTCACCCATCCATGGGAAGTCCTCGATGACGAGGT TTTCGTGGAG–3′), ghrelin-3′-UTR-wt1 sequence (5′–CCAC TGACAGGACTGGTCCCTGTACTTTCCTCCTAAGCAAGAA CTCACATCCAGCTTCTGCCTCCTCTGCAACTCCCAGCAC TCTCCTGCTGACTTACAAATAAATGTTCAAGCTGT–3′), and ghrelin-3′-UTR-mut1 sequence (5′–CCACTGACAGGACT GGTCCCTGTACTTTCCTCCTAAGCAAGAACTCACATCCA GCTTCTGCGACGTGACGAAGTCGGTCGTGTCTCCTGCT GACTTACAAATAAATGTTCAAGCTGT–3′) were synthesized and ligated with the pmirGLO Vector (Promega). The above sequences were inserted between *Sac*I and *Sal*I sites, respectively. These recombinant plasmids were transfected into rat chondrocytes combined with miR-667-5p mimics or its negative control sequences as described above. The luciferase activity was finally determined using a GloMax-20/20 luminometer. According to the manufacturer’s instruction (Promega), when miR-667-5p binds to its target inserted, the firefly luciferase expressed will be reduced.

### Confocal Laser Scanning Microscope

HBAD-mcherry-EGFP-LC3 adenovirus (MOI = 50) was used to infect rat articular chondrocytes for 24 h according to the manufacturer’s instructions (Hanbio, Shanghai, China). Then cells were divided into four groups to transfect using lipofectamine 3000 reagent: pcDNA3.1 CircRNA Mini Vector + miR-NC (pcDNA3.1 + miR-NC), circPan3 + miR-NC (circPan3 + miR-NC), pcDNA3.1 CircRNA Mini Vector + rno-miR-667-5p (pcDNA3.1 + miR-667-5p), and circPan3 + rno-miR-667-5p (circPan3 + miR-667-5p) group. After 24 h, the autophagosomes were photographed using Confocal Laser Scanning Microscope (CLSM).

### Statistical Analysis

Quantitative data were presented as the mean ± standard deviation (SD). The SPSS 20.0 software was used for the statistical analysis. Unpaired Student’s *t*-test was used for the comparison between two groups. One-way analysis of variance (ANOVA) was used for the comparison between three groups and above. A *P*-value of <0.05 indicates a statistical significance.

## Results

### Expressions of Ghrelin and Autophagy-Related Markers Decreased in the Cellular Osteoarthritis Model

We first established a cellular OA model by treating primary rat chondrocytes with IL-1β. The RT–qPCR and western blotting results showed that the mRNA and protein expression of Col2a1 and Acan were significantly reduced in rat chondrocytes treated with IL-1β for 24 h (Figures 1A–C). In contrast, the protein expressions of MMP13 and ADAMTS5 were significantly increased in chondrocytes induced by IL-1β (OA group) compared with chondrocytes without IL-1β stimulation (NC, Figures 1B,C). These results demonstrate that an *in vitro* cellular OA model was successfully established. The mRNA and protein expression of ghrelin were less in the IL-1β-induced chondrocytes than that in the NC group (Figures 1A–C). In the meantime, beclin 1 and LC3-II expressions were decreased in chondrocytes insulted by IL-1β (Figures 1B,C).

**FIGURE 1:**
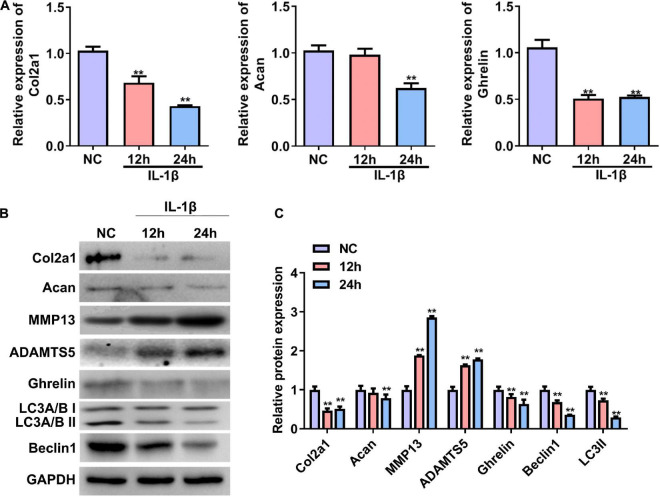
Expression of the ghrelin, autophagy-related markers, and cartilage matrix markers in rat chondrocytes stimulated with IL-1β. **(A)** Relative mRNA levels of the Col2a1, Acan, and ghrelin in rat chondrocytes after IL-1β stimulation. RT–qPCR was used to determine mRNA levels. **(B)** Western blotting results of the Col2a1, Acan, ghrelin, MMP13, ADAMTS5, beclin 1, LC3, and GAPDH in chondrocytes stimulated with IL-1β. **(C)** Quantification of the proteins shown in **(B)**. RT–qPCR, quantitative real-time polymerase chain reaction; NC, normal control; IL-1β, interleukin-1β; Col2a1, collagen 2a1; Acan, aggrecan; MMP13, matrix metallopeptidase 13; ADAMTS5, ADAM metallopeptidase with thrombospondin type 1 motif 5; GAPDH, glyceraldehyde-3-phosphate dehydrogenase. **P < 0.01 versus NC, *n* = 3.

### Differentially Expressed circRNAs Profile in IL-1β-Induced Rat Chondrocytes

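Chondrocytes, the cells of articular cartilage, were cultured from rat knee joints and either left untreated (NC) or stimulated with 10 ng/ml IL-1β, an inflammatory cytokine used to model OA in culture. The paper's methods give more than 1 stimulation time and do not say which was sequenced, while the sample labels give 24 h. RNA from 3 independent experiments was mixed before the library was made, so each group is represented by 1 library and none of the values below has a replicate error. After removal of rRNA, the authors aligned the reads with Bowtie2, selected reads spanning a back-splice, where the end of a transcript segment is joined to its own start, and identified circRNAs with CIRI. The paper's methods describe RPM as back-spliced reads per 1000000 mapped reads. The deposited values are instead the back-spliced reads of each circRNA per 1000000 back-spliced reads of its library. They are called RPM here, and 0.001 stands in place of no reads. All other values (100%) were whole multiples of the value of 1 read, 249 RPM in NC and 461 RPM in IL-1β, and the reads were recovered from them. The NC library held 4014 back-spliced reads and the IL-1β library 2168, over 1097 circRNAs. A circRNA with fewer than 2 reads in a library is not listed there. The smallest share counted as detected, 3 reads, was 747 RPM in NC and 1384 RPM in IL-1β. Confidence intervals are Wilson intervals at 95% and, like this floor, cover counting error only. The reads of a circRNA against all other back-spliced reads were compared by a two-sided Fisher's exact test, which compares the 2 libraries and not the conditions. Host genes were taken from the paper's Supplementary Table 1, which lists 916 of the 1097 circRNAs (83.5%).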

Next, we performed deep RNA sequencing to reveal the profile of differentially expressed circRNAs between OA chondrocytes and control chondrocytes. Most circRNAs were identified in rat chondrocytes with 2 to 36 back-spliced reads (Figure 2A). 

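Summed over the NC and IL-1β libraries, 1087 of the 1097 circRNAs (99.1%, 95% interval 98.3 to 99.5%) had 2 to 36 back-spliced reads, and 10 had more. The median was 3 reads. There were 415 circRNAs (37.8%) with 2 reads and 221 (20.1%) with 3, while 120 (10.9%) had at least 10. Counted in NC alone, the share with 2 to 36 reads was 99.5%. The 3 circRNAs with the most reads held 11.5% of all back-spliced reads. The first, from Gigyf2 on chromosome 9 (94463647 to 94481167, plus strand), had 180 reads in NC and 101 in IL-1β (p = 0.749, two-sided Fisher's exact test). The circRNA from Nfix on chromosome 19 (25886356 to 25886887, minus strand) had 133 and 92 reads (p = 0.0645), where the paper's Supplementary Table 1 has 88 and 92. The circRNA from Cdyl on chromosome 17 (29730437 to 29731094, minus strand) had 126 and 78 reads (p = 0.333), where the paper's table has 126 and 44. All 3 had a higher share of the reads in IL-1β, and a lower one under the totals of reads mapped to genes, where the p of Gigyf2 was 0.0256 (two-sided Fisher's exact test). On the reads of the paper's table, the paper's p is 1.04e-06 for Nfix, with a higher share in IL-1β, and 0.0360 for Cdyl, with a lower share in IL-1β.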

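The length given in the deposited files equals the genomic distance from the start to the end of each of the 1097 circRNAs, introns included. It ranged from 141 to 196128 bp, with a median of 5962 bp and quartiles of 1916 and 14739 bp. The median was 6083 bp for the 850 circRNAs with reads in NC and 5578 bp for the 499 with reads in IL-1β. In bins of 200 bp, the highest number fell between 201 and 400 bp, with 61 circRNAs (5.56%), and 17 circRNAs spanned 200 bp or less. In bins of 100 bp, the highest number fell between 201 and 300 bp, with 37 circRNAs. A genomic distance above 6000 bp was found for 548 circRNAs (50.0%). The spliced length, without introns, was not computed here because the exons of the authors' annotation were not used.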

The lengths of the circRNAs covered an extensive range, with the largest number at a size near 200 bp (Figure 2B). 

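Back-spliced reads were listed in NC for 850 circRNAs and in IL-1β for 499, of 1097 in all. Reads were found in NC only for 598 circRNAs and in IL-1β only for 247. The IL-1β library had fewer back-spliced reads in total. When the NC reads were thinned at random to the IL-1β total, 492 circRNAs kept at least 2 reads (mean of 100 draws, from 472 to 514). These draws kept 1903 listed reads on average, since single reads are not listed. With 2407 reads drawn, which left 2169 listed reads on average, 545 circRNAs were listed (from 516 to 570), more than in IL-1β in every draw. This second thinning was chosen after the data were examined. With at least 3 reads required in a library, 523 circRNAs were counted in NC and 286 in IL-1β. With circRNAs merged where start and end each differed by at most 10 bp, the numbers were 847 and 496.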

In total, 933 circRNAs were identified from rat chondrocytes in both groups: 728 and 400 circRNAs in the negative control and IL-1β-treated chondrocytes, respectively. 

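A back-splice with the same start and end had reads in both libraries for 252 circRNAs. These circRNAs held 52.7% of the back-spliced reads of NC and 66.2% of those of IL-1β, with a median of 9 reads each over both libraries. The median was 3 reads for the 845 circRNAs found in 1 library, of which 636 (75.3%) had 2 or 3 reads in all. The number found in both was 151 when at least 3 reads were required in each library. After the NC reads were thinned to the IL-1β total, it was 187 (mean of 100 draws, from 169 to 198).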

Among these circRNAs, 195 circRNAs were identified in both groups (Figure 2C and Supplementary Table 1). 

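The circRNAs lay on 21 chromosomes, the 20 rat autosomes and X, and 0 were listed on Y. Chromosome 10 carried 88 of the 1097 circRNAs (8.02%), chromosome 2 carried 78 (7.11%) and chromosome 4 carried 74 (6.75%). The fewest were on X, with 15 circRNAs, 11 with reads in NC and 6 with reads in IL-1β. Chromosome 16 followed with 23 and chromosome 15 with 28. The back-spliced transcripts came from the plus strand for 552 circRNAs and from the minus strand for 545.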

According to their encoded gene location, these circRNAs were widely scattered on almost all chromosomes, except for chromosomes 21 and 22 (Figure 2D). The majority of circRNAs were located on chromosome 1 (Figure 2D). 

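Chromosome 1 carried 99 of the 1097 circRNAs (9.02%). In NC it carried 80 circRNAs, or 9.41% (95% interval 7.63 to 11.6%), and chromosome 10 came next with 67. In IL-1β it carried 44 circRNAs, or 8.82% (95% interval 6.63 to 11.6%), followed by chromosomes 10 and 6 with 38 each. Among the 682 circRNAs with at least 3 reads over both libraries, 66 (9.68%) were on chromosome 1. The numbers were not divided by the length of the chromosome or its number of genes.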

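At an unadjusted p of at most 0.05 and an absolute log2 ratio of at least 1, 138 of the 1097 circRNAs differed between the libraries, 122 with a higher and 16 with a lower share of reads in IL-1β (two-sided Fisher's exact test). Of these, 109 had reads in IL-1β only, 14 in NC only, and 15 in both. The libraries differ in depth, so a circRNA absent from NC was called from 3 reads in IL-1β (exact p = 0.0431), while one absent from IL-1β needed 9 reads in NC (exact p = 0.0317). The 122 higher calls included 60 circRNAs with 3 reads in IL-1β and 0 in NC. With Benjamini-Hochberg adjustment over the 1097 circRNAs, 5 had an adjusted p of at most 0.05, 4 higher and 1 lower. When the totals of reads mapped to genes, as the RPKM values of the paper's Supplementary Table 3 imply them, replaced the totals of back-spliced reads, 53 circRNAs were higher and 53 lower. The share of higher calls was then 50.0%, against 88.4% with the back-spliced totals. The paper does not say whether the mRNA values behind these totals come from the same libraries. Of the 138 calls, 98 are among those of the paper's Supplementary Table 2, all 98 in the same direction, and 20 are not listed in its Supplementary Table 1.
The smallest p belonged to a circRNA of Col2a1 on chromosome 7 (139461703 to 139469960, minus strand), with 0 reads in NC and 27 in IL-1β. This was at least 16.7-fold higher with NC set to the floor of 3 reads, counting error left aside (exact p = 4.65e-13, adjusted p = 5.10e-10). A second Col2a1 circRNA (139466514 to 139467378) had 0 and 14 reads (adjusted exact p = 2.27e-04). Over all 9 Col2a1 circRNAs there were 18 reads in NC and 63 in IL-1β, 6.48-fold more in RPM (exact p = 3.65e-15). A circRNA spanning 196128 bp on chromosome 14 (46329509 to 46525636, minus strand), which the paper's table assigns to families of small RNAs, had 0 and 12 reads (adjusted exact p = 0.00124), where the paper's table has 4 and 12. A circRNA of Hnrnph1 on chromosome 10 (35876013 to 35876397, plus strand) had 0 and 8 reads (adjusted exact p = 0.0498). The next higher calls, a circRNA of Agtpbp1 on chromosome 17 (5559657 to 5571375) and one on chromosome 4 (99489315 to 99494425), each had 0 and 7 reads (adjusted exact p = 0.102). The lowest p among the lower calls was that of Ubn2 on chromosome 4 (66172555 to 66180964, plus strand), with 25 reads in NC and 0 in IL-1β (adjusted exact p = 0.00693), where the paper's table has 25 and 2. A circRNA of Col1a1 (chromosome 10, 82753666 to 82756676) had 13 and 0 reads (exact p = 0.00615, adjusted p = 0.225). Those of Myo18a, Zfp532 and Ptms each had 11 and 0 reads (exact p = 0.0107). All directions follow the library labels. Of 18 genes chosen as responsive to IL-1β after that table was read, the paper's Supplementary Table 3 lists 4, Nos2, C3, Cxcl1 and Lcn2, all 4 with fewer reads in IL-1β. Other inflammatory genes in that table go both ways. Cxcl10, Tnfaip6 and Irf7 have more reads in IL-1β, while Slpi, Socs1, Zc3h12a, Il1r1, Socs3 and Nfkbie have fewer. From the calls that passed its p-value and ratio criteria, the paper defined its set of differentially expressed circRNAs (Figure 2E).

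**Figure D1:**
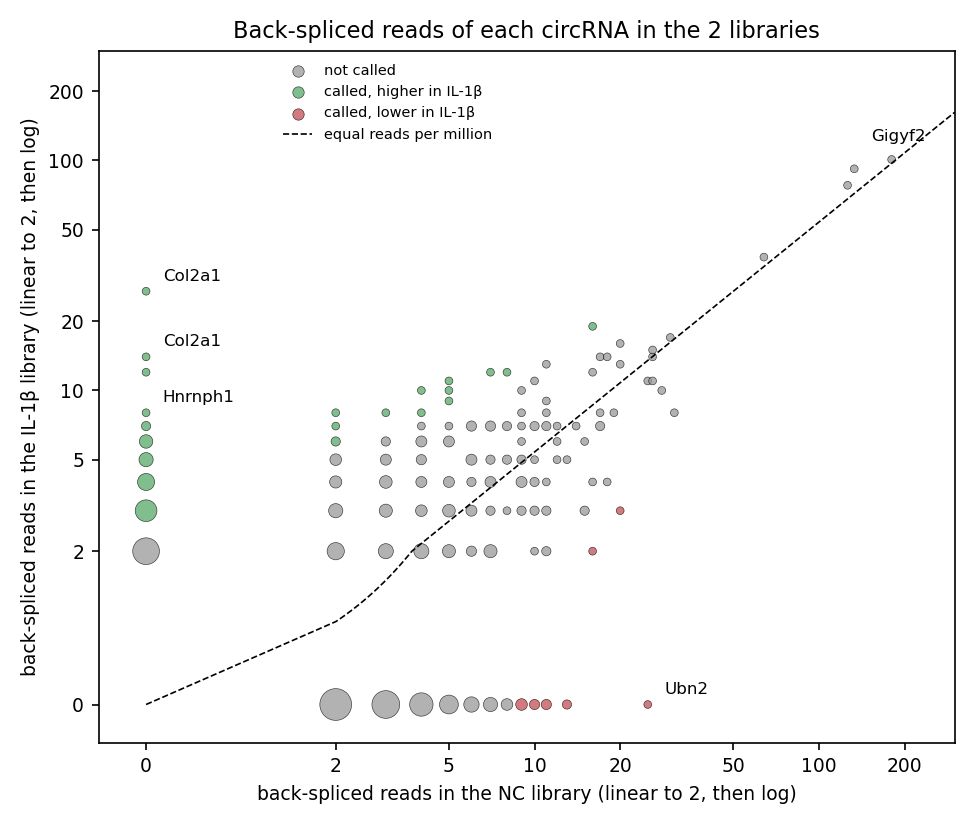
Back-spliced reads of each circRNA in the NC library (horizontal axis) and the IL-1β library (vertical axis), both linear to 2 and logarithmic above. Larger points hold more circRNAs, green points are the 122 higher calls, red points the 16 lower calls, and the dashed line marks equal RPM. The 2 Col2a1 circRNAs with 27 and 14 reads lie on the left edge, and Ubn2, with 25 reads in NC, on the lower edge.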

We identified a total of 130 differentially expressed circRNAs, including 107 upregulated and 23 downregulated circRNAs in the OA group compared with the NC group (Figure 2E and Supplementary Table 2). Based on the ceRNA mechanism, circRNAs that potentially target and regulate ghrelin were predicted. We selected the top five circRNAs for validation by RT-PCR: IL-1β stimulation decreased the expressions of circWdr33, circSox6, circPan3, circScaper, and circZfpm1 in chondrocytes (Figure 2F). 

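In the sequencing data, circPan3, circSox6 and circZfpm1 had reads in NC only, and circWdr33 and circScaper in IL-1β only. CircPan3 had 4 back-spliced reads in NC, or 997 RPM (95% interval 388 to 2560), and 0 in IL-1β, where the interval reaches 1769 RPM (exact p = 0.305, two-sided Fisher's exact test). CircSox6 (chromosome 1, 186006551 to 186009525, plus strand) had 5 reads in NC, or 1246 RPM (532 to 2913), and 0 in IL-1β (exact p = 0.170). CircZfpm1 (chromosome 19, 55118679 to 55121209, plus strand) had 7 reads in NC, or 1744 RPM (845 to 3596), and 0 in IL-1β (exact p = 0.105). CircWdr33 (chromosome 18, 24611733 to 24614740, plus strand) and circScaper (chromosome 8, 60441497 to 60443706, minus strand) each had 0 reads in NC and 2 in IL-1β, or 923 RPM (253 to 3357), with an exact p of 0.123. For all 5 circRNAs the intervals of the libraries overlapped, and a difference was not detectable at this depth. Single reads are not listed, so a 0 can stand for 1 read, while these intervals and p-values take it as no read. With 0 taken as 1 read for all circRNAs, the p of circPan3 was 0.654 (two-sided Fisher's exact test). Under the totals of reads mapped to genes, the p of circZfpm1 was 0.0232, and those of circPan3, circSox6, circWdr33 and circScaper stayed above 0.05. The p-values in the paper's Supplementary Table 1 are 0.0475 for circPan3, 0.0453 for circSox6, 0.0421 for circZfpm1 and 0.0363 for both circWdr33 and circScaper.

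**Figure D2:**
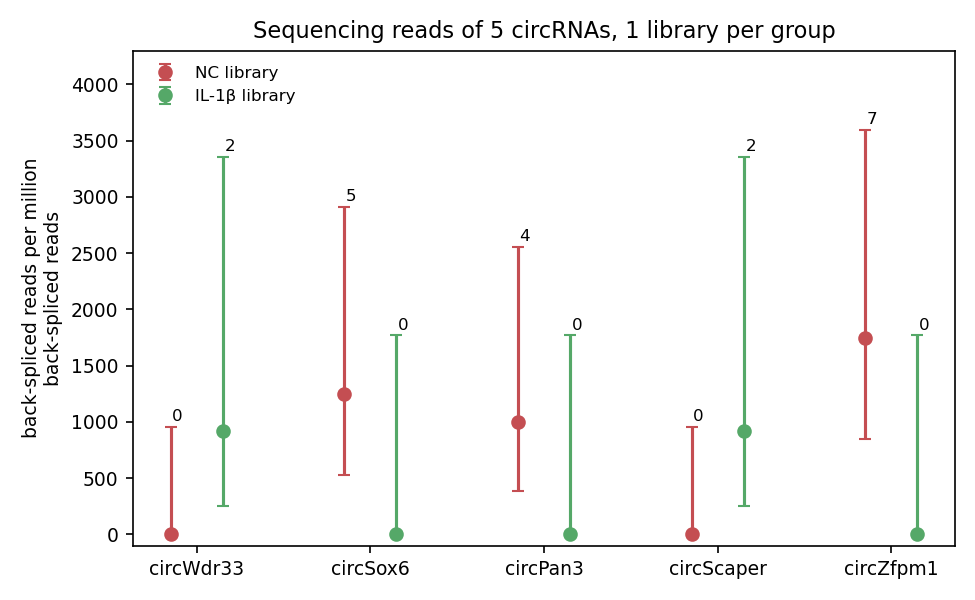
RPM (vertical axis, back-spliced reads per 1000000 back-spliced reads) of 5 circRNAs in the NC library (red) and the IL-1β library (green). Points are single libraries, bars are 95% Wilson intervals, and the number above each bar is the number of reads, from 0 to 7. A 0 is taken as no read, although single reads are not listed. The bars of the libraries overlap for each circRNA.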

The expression trends of circSOX6, circPan3, and circZfpm1 were consistent with the sequencing results (Figure 2F). Thus, these three circRNAs were further studied in the subsequent experiments.

**FIGURE 2:**
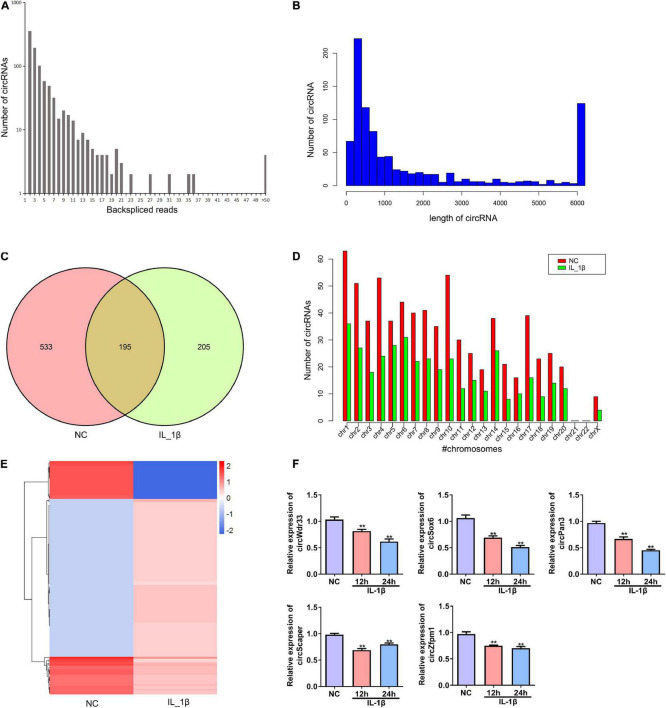
Profile of differentially expressed circRNAs in rat chondrocytes stimulated with IL-1β. **(A)** The number of back-spliced reads of the circRNAs identified in chondrocytes by deep sequencing. The number of back-spliced reads and circRNAs are indicated in the *X* and *Y* axis, respectively. **(B)** Length distribution of identified circRNAs. **(C)** Venn diagram showing the number of circRNAs identified in the NC and IL-1β-induced chondrocytes. **(D)** Chromosomes distribution of the circRNAs. The circRNAs identified in the NC and IL-1β-induced chondrocytes are indicated by red and green bars, respectively. **(E)** Hierarchical clustering of differentially expressed circRNAs. CircRNAs between two groups with a *P*-value < 0.05 and a Log_2_ ratio ≥ 1 were considered differentially expressed. **(F)** Relative expression of five representative differentially expressed circRNAs in IL-1β-induced rat chondrocytes and the corresponding NC cells. The expression of circWdr33, circSox6, circPan3, circScaper, and circZfpm1 in chondrocytes was determined by RT–qPCR. RT–qPCR, quantitative real-time polymerase chain reaction; NC, normal control; IL-1β, interleukin-1β; **P < 0.01 versus NC, *n* = 3.

### The Profile of Differentially Expressed mRNAs in Rat Chondrocytes Stimulated With IL-1β

We further profiled the differentially expressed mRNAs in rat chondrocytes stimulated by IL-1β. A total of 732 differentially expressed mRNAs were identified in IL-1β-induced rat chondrocytes, including 410 upregulated and 322 downregulated genes (Figure 3A and Supplementary Table 3). The GO functional categorization revealed that these differentially expressed genes were mainly enriched in various biological processes, such as metabolism, responses to stimulus, development, signaling, localization, immune system, locomotion, reproduction, and biological adhesion (Figure 3B). Moreover, these differentially expressed mRNAs were distributed into various subcellular components and had distinct molecular functions (Figure 3B). These differentially expressed genes were mainly enriched in several signaling pathways, including osteoclast differentiation, toll-like receptor signaling, Wnt (Wingless and INT-1) signaling, TNF signaling, and NF-κB signaling pathways (Figure 3C).

**FIGURE 3:**
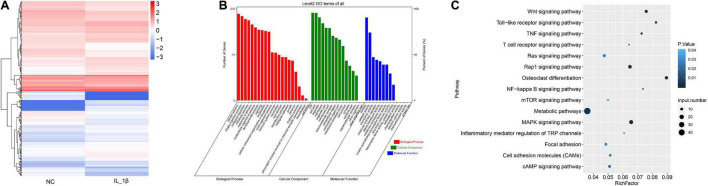
The profile of differentially expressed mRNAs in rat chondrocytes stimulated with IL-1β. **(A)** Hierarchical clustering of differentially expressed mRNAs between IL-1β-induced rat chondrocytes and normal control chondrocytes. The chondrocyte mRNAs between two groups exhibiting a *P*-value < 0.05 and a Log_2_ ratio ≥ 0.59 were considered as differentially expressed genes. **(B)** Functional categorization of differentially expressed mRNAs. Genes were categorized separately based on GO biological processes, cellular components, and molecular functions. **(C)** KEGG analysis results of enrichment of differentially expressed mRNAs. NC, normal control; IL-1β, interleukin-1β; GO, gene ontology; KEGG, kyoto encyclopedia of genes and genomes.

### Decreased Expression of Ghrelin, circPan3, and Autophagy Biomarkers and in the Rat Osteoarthritis Model

We established a rat OA model as described in the Material and Methods section. H&E staining showed that the knee joint cartilage tissues of OA rats exhibited a rough surface, heterogenous staining, a faint tidal line, decreased cartilage thickness, an irregular chondrocyte lining, and a reduced chondrocyte density compared with those of the control group (Figures 4A,C). In line with H&E staining results, safranin O/fast green staining showed damaged cartilage tissues, decreased cartilage thickness, and an uneven distribution of matrix components in the OA group compared with the control group (Figures 4B,C). Moreover, OARSI scores in the OA group were remarkably higher than those in the control group (Figure 4C). These biochemical and histological evaluations demonstrated that a rat OA model was successfully established.

**FIGURE 4:**
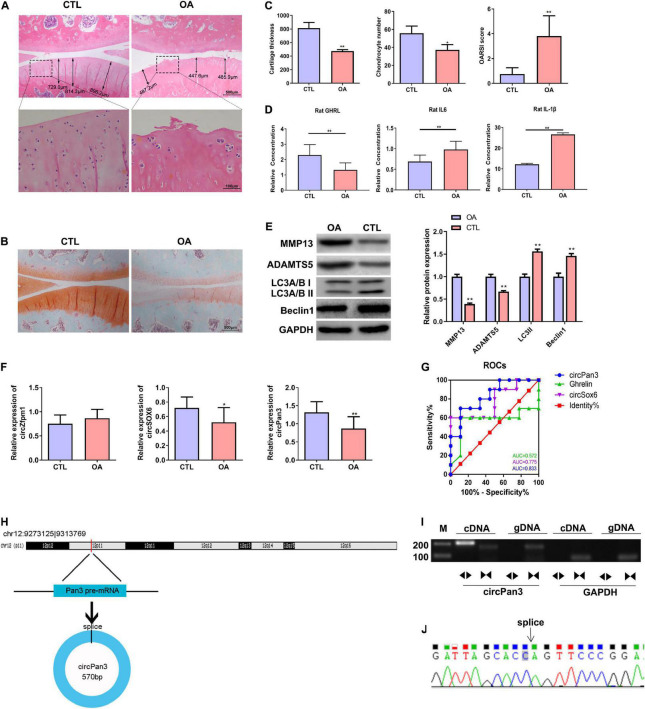
Decreased circPan3 expression, ghrelin synthesis, and autophagy in the rat OA model. **(A)** Histological alterations of knee joint cartilage tissues in OA and CTL rats. The rat cartilage tissues were subjected to H&E staining. Rats that underwent the sham operation were used as the control group (CTL). **(B)** Safranin O/fast green staining of knee joint cartilage tissues from both groups. **(C)** The analysis results of cartilage thickness, chondrocyte density, and OARSI scores in knee joint tissues from both groups. **(D)** Plasma GHRL, IL-6, and IL-1β levels in both groups. The ELISA method was used to determine the levels of these factors. **(E)** Western blotting results of MMP13, ADAMTS5, beclin 1, and LC3 in the cartilage tissues of rats from both groups. **(F)** The expressions of circZfpm1, circSox6, and circPan3 in the knee joint cartilage tissues of rats in the OA model group. The relative expression levels of circRNAs were measured by RT–qPCR. **(G)** ROC curve analysis of circPan3, circSox6, and ghrelin as potential biomarkers of OA pathogenesis. **(H)** Bioinformatics predicted that circPan3 was formed from the back-splicing of *Pan3* encoded pre-mRNA, which is located at chromosome 12. **(I)** Validation of the formation of circPan3 in rat chondrocytes. RT–PCR was carried out using divergent and opposite-directed primers and cDNA and gDNA as the templates. **(J)** Confirmation of the splice joint site of circPan3 in rat chondrocytes was assessed by DNA sanger sequencing. The joint site was indicated by an arrow. CTL, control; OA, osteoarthritis; OARSI, Osteoarthritis Research Society International; GHRL, ghrelin; IL-6, interleukin-6; IL-1β, interleukin-1β; MMP13, matrix metallopeptidase 13; ADAMTS5, ADAM metallopeptidase with thrombospondin type 1 motif 5; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; RT–qPCR, quantitative real-time polymerase chain reaction; RT–PCR, reverse transcription polymerase chain reaction; ELISA, enzyme linked immuneSorbent assay; ROC, receiver operating characteristic; cDNA, complementary DNA; gDNA, genomic DNA. *P < 0.05; **P < 0.01 versus CTL, *n* = 3.

Next, the ELISA assay showed that the GHRL content was significantly decreased while IL-6 and IL-1β contents were significantly upregulated in the plasma in the OA group compared with the control group (Figure 4D). IL-1β is considered as one of the most critical cytokines involved in the development of OA (Jenei-Lanzl et al., 2019). The elevation of IL-1β in the plasma of OA rats indicates that chondrocytes stimulated with IL-1β in this study could serve as an *in vitro* OA model (Jenei-Lanzl et al., 2019). In addition, western blotting results showed that the protein levels of beclin 1 and LC3-II were markedly decreased while MMP13 and ADAMTS5 protein expressions were significantly increased in the OA rats compared with the control group, indicating that the autophagy process was inhibited in the OA rat cartilage tissues (Figure 4E).

We further determined the expressions of circSOX6, circPan3, and circZfpm1 in the rat OA model. We found that the expression of circSox6 and circPan3 but not circZfpm1 was significantly decreased in the cartilage tissues of rats in the OA group compared with the control group (Figure 4F). A subsequent ROC curve analysis showed that the AUC (area under the curve) of circPan3 for OA pathogenesis was remarkably higher than that of circSox6 and ghrelin (Figure 4G, *P* < 0.05), suggesting that circPan3 is a candidate OA biomarker. Next, bioinformatics analysis indicated that circPan3 was formed by the back-splicing of the pre-mRNA sequences in *Pan3* gene located on rat chromosome 12 (Figure 4H). 

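In the sequenced chondrocytes, the back-splice of circPan3 joined position 9313769 to position 9273125 of chromosome 12 on the minus strand, in the coordinates of the deposited files, which name no genome build. The genomic distance is 40645 bp. The files list 3 circRNAs of Pan3, all ending at 9313769. The one starting at 9297691 spans 16079 bp and had 3 reads in each library (exact p = 0.429, two-sided Fisher's exact test). The one starting at 9309987 spans 3783 bp and had as many reads in each library as circPan3. Summed over the 3 circRNAs, Pan3 had 11 back-spliced reads in NC and 3 in IL-1β (exact p = 0.403). The exons within these spans were not annotated here.

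**Figure D3:**
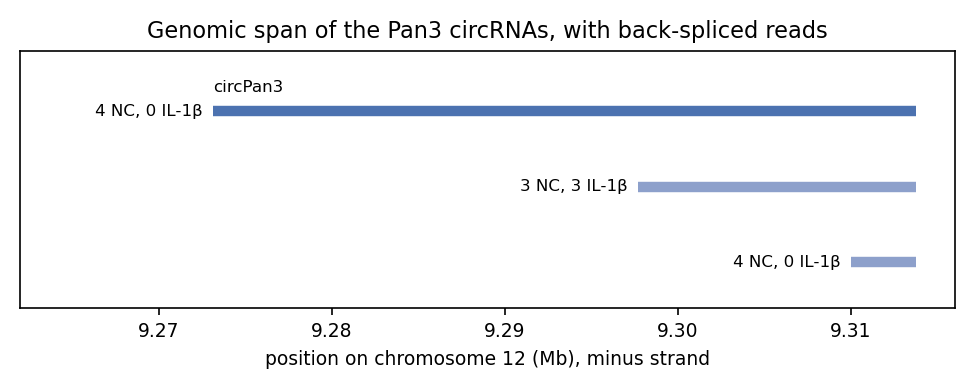
Genomic span of the 3 Pan3 circRNAs on chromosome 12 (horizontal axis, position in Mb), with circPan3 on top and the back-spliced reads in the NC and IL-1β libraries beside each bar. The bars share the end at 9313769 and differ in their start.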

To validate this predicted result, we examined the junction sites of circPan3 by RT–PCR, results showed products from divergent primers targeting circPan3 only amplified from cDNA of rat chondrocytes (Figure 4I). And subsequent DNA Sanger sequencing for this products further confirm the junction sites of circPan3 (Figure 4J). These results demonstrate that the circPan3 expression in rat chondrocytes is reliable.

The above results suggested that upregulated IL-1β and decreased expressions of circPan3, ghrelin, and insufficient autophagy are potentially associated with OA pathogenesis.

### CircPan3 Promoted Ghrelin Synthesis and Chondrocyte Autophagy and Protected Against Osteoarthritis Development by Directly Targeting miR-667-5p

To explore the role of circPan3 in OA pathogenesis, we overexpressed circPan3 in cultured rat chondrocytes. Overexpression of circPan3 resulted in significantly increased ghrelin, Col2a1, and Acan mRNA expressions in rat chondrocytes compared with the pcDNA3.1 group, which was transfected with the empty plasmid (Figure 5A). Western blotting results showed that the protein levels of the ghrelin, beclin 1, LC3-II, Col2a1, and Acan were significantly elevated in circPan3-overexpressed chondrocytes compared with the pcDNA3.1 group (Figures 5B,C). In contrast, the protein expressions of MMP13 and ADAMTS5 significantly decreased in circPan3-overexpressed chondrocytes (Figures 5B,C). Thus, circPan3 promoted cartilage matrix anabolism and inhibited catabolism to protect against OA development. Bioinformatics analysis indicated that circPan3 might bind to miR-667-5p at two different sites (Figure 5D). And miR-667-5p expression in rat chondrocytes was significantly reduced by overexpressing circPan3 (Figure 5E). Thus, we carried out a dual-luciferase reporter assay to determine whether circoPan3 can target miR-667-5p directly. We observed that miR-667-5p transfection caused a significant decrease in luciferase activities in chondrocytes expressing the wild-type circPan3 sequences but not in those expressing the mutant circPan3 sequences (Figure 5F). These results demonstrate that circPan3 binds to miR-667-5p directly at two distinct sites. Furthermore, miR-667-5p expression significantly increased in OA cartilage tissues than those in CTL group (Figure 5G). The above results presented that circPan3 targeting miR-667-5p directly regulates ghrelin synthesis and chondrocyte autophagy during OA development.

**FIGURE 5:**
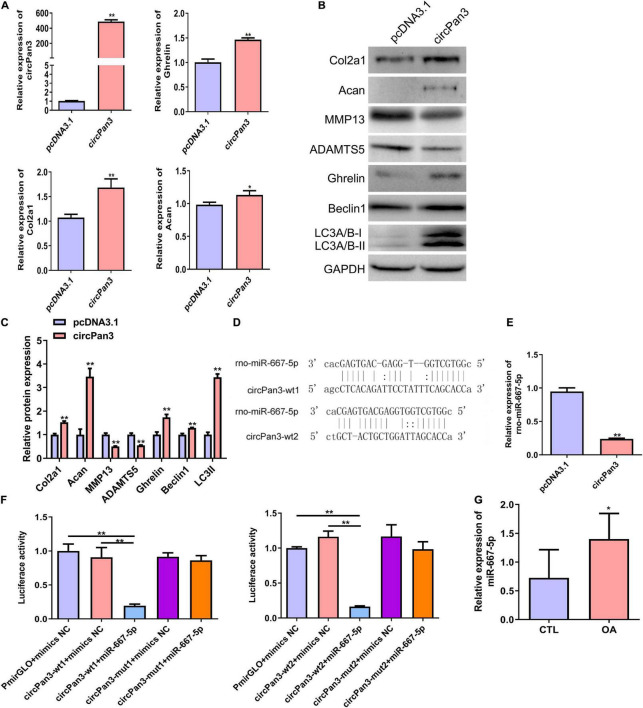
CircPan3 directly target miR-667-5p and promoted ghrelin synthesis and chondrocyte autophagy. **(A)** Relative expression levels of circPan3, ghrelin, Col2a1, and Acan in rat chondrocytes with or without overexpressing circPan3. Expression levels of circRNAs and the indicated mRNAs were assessed by RT–qPCR. **(B)** Western blotting results of Col2a1, Acan, MMP13, ADAMTS5, ghrelin, beclin 1, and LC3 in rat chondrocytes with or without overexpressing circPan3. **(C)** Quantitative analysis of western blotting in **(B)**. **(D)** Two binding sites of circPan3 to miR-667-5p were predicted by bioinformatics analysis. **(E)** Relative expression levels of miR-667-5p in rat chondrocytes with or without overexpressing circPan3. The miR-667-5p expression was assessed by RT–qPCR. **(F)** Validation of the direct binding between circPan3 and miR-667-5p in rat chondrocytes by dual luciferase reporter assay. **(G)** The miR-667-5p expression in cartilage tissues of rats from CTL and OA group was determined by RT-qPCR. RT–qPCR, quantitative real-time polymerase chain reaction; Col2a1, collagen 2a1; Acan, aggrecan; MMP13, matrix metallopeptidase 13; ADAMTS5, ADAM metallopeptidase with thrombospondin type 1 motif 5; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; wt, wild type; mut, mutant; CTL, control; OA, osteoarthritis. *P < 0.05; **P < 0.01, *n* = 3.

### miR-667-5p Suppressed Chondrocyte Autophagy and Promoted Osteoarthritis Progression by Targeting Ghrelin

To further investigate the function of miR-667-5p in OA and its downstream mechanism, we transfected rat chondrocytes with miR-667-5p mimics to overexpress miR-667-5p (Figure 6A). In miR-667-5p-overexpressed rat chondrocytes, the mRNA levels of Col2a1 and Acan genes were significantly decreased compared with the mimics NC group (Figure 6A). Western blotting results also showed that the protein levels of Col2a1, Acan, ghrelin, beclin 1, and LC3-II were remarkably decreased while the protein expressions of MMP13 and ADAMTS5 were significantly increased in the miR-667-5p overexpressed group compared with the mimics NC group (Figures 6B,C). Therefore, miR-667-5p prevented cartilage matrix anabolism and accelerated catabolism leading to OA development. The bioinformatics analysis predicted that miR-667-5p binds to the 3′-UTR sequences of the ghrelin gene (Figure 6D). And overexpression of miR-667-5p significantly reduced ghrelin mRNA expression in chondrocytes (Figure 6E). Next, we used a dual-luciferase reporter assay to determine the interaction between ghrelin and miR-667-5p. The results showed that miR-667-5p mimics induced a significant decrease in luciferase activity in rat chondrocytes expressing wild-type 3′-UTR sequences of *ghrelin* gene but not in chondrocytes expressing mutant 3′-UTR sequences of *ghrelin* gene (Figure 6F). Moreover, ghrelin mRNA expression was reduced in OA cartilage tissues compared with those in CTL group (Figure 6G). These findings exhibited that miR-667-5p regulates chondrocyte autophagy and OA progression by targeting *ghrelin*.

**FIGURE 6:**
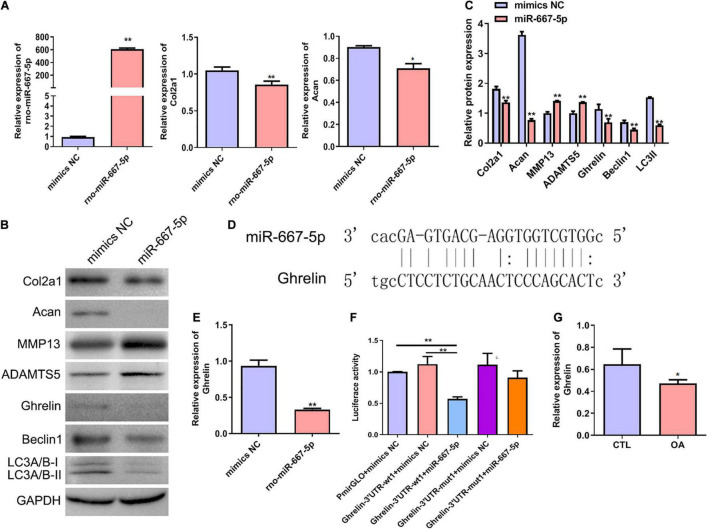
miR-667-5p inhibited autophagy and promoted OA progression likely by targeting *ghrelin* gene in chondrocytes. **(A)** Expression levels of miR-667-5p, Col2a1, and Acan in rat chondrocytes transfected with mimics NC or miR-667-5p mimics. The relative levels of miRNAs and mRNAs were determine using RT–qPCR. **(B)** Western blotting results of Col2a1, Acan, MMP13, ADAMTS5, ghrelin, beclin 1, and LC3 in rat chondrocytes transfected with mimics NC or miR-667-5p mimics. **(C)** The quantitative analysis results of western blotting shown in **(B)**. **(D)** Binding site between miR-667-5p and the *ghrelin* gene 3′-UTR sequences was predicted by bioinformatics analysis. **(E)** RT-qPCR results of *ghrelin* gene expression in rat chondrocytes transfected with mimics NC or miR-667-5p mimics. **(F)** Validation of the direct binding of miR-667-5p to the 3′-UTR sequences in *ghrelin* gene in rat chondrocytes via dual luciferase reporter assay. **(G)** The *ghrelin* expression in cartilage tissues of rats from CTL and OA group was determined by RT-qPCR. mimics NC, mimics negative control; RT–qPCR, quantitative real-time polymerase chain reaction; Col2a1, collagen 2a1; Acan, aggrecan; MMP13, matrix metallopeptidase 13; ADAMTS5, ADAM metallopeptidase with thrombospondin type 1 motif 5; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; UTR, untranslated regions; wt, wild type; mut, mutant; CTL, control; OA, osteoarthritis. *P < 0.05; **P < 0.01, *n* = 3.

### CircPan3 Protects Against Osteoarthritis Development via Targeting miR-667-5p

Finally, we investigated whether circPan3 served as miR-667-5p sponge to protect against OA development. We observed that miR-667-5p mimics reversed the regulative effects of circPan3 on the mRNA expressions of ghrelin, Col2a1, and Acan in chondrocytes (Figure 7A). The western blotting results of ghrelin, Col2a1, and Acan were consistently similar to RT-qPCR results (Figures 7B,C). In addition, western blotting also showed that miR-667-5p mimics also blunted the effects of circPan3 on the protein expressions of MMP13, ADAMTS5, beclin 1, and LC3-II in chondrocytes (Figures 7B,C). We further determined the effects of the interaction between circPan3 and miR-667-5p on autophagy in chondrocytes. As shown in Figures 7D,E, autophagosome numbers were prominently elevated in circPan3 + mimics NC, and this elevation was weakened by circPan3 + miR-667-5p. This trend is consistent with the results in Figures 7B,C. Together, these results demonstrated that circPan3 promoted ghrelin synthesis and chondrocyte autophagy to protect against OA development via targeting miR-667-5p.

**FIGURE 7:**
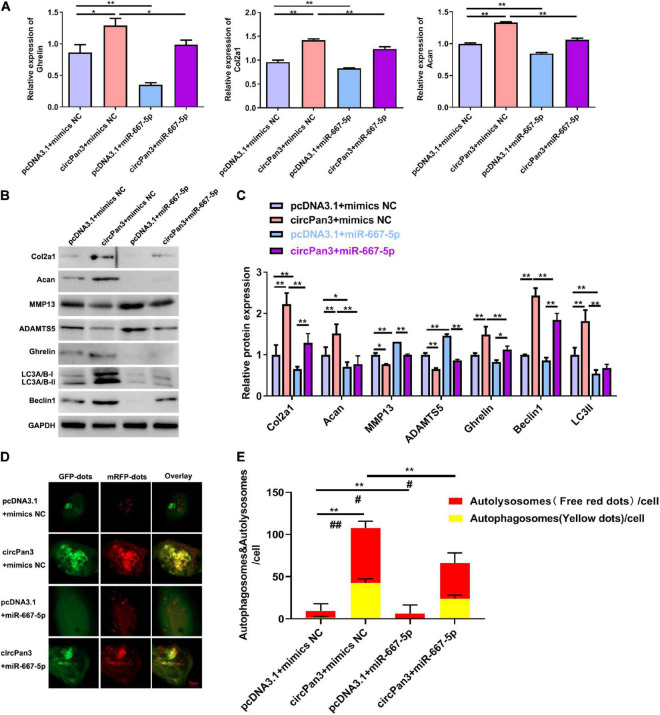
The effects of miR-667-5p on the circPan3-regulated ghrelin synthesis, chondrocyte autophagy, and OA progression. **(A)** RT-qPCR results of ghrelin, Col2a1, and Acan gene expressions in rat chondrocytes treated as indicated. **(B)** Western blotting results of Col2a1, ghrelin, Acan, MMP13, ADAMTS5, beclin 1, and LC3 in rat chondrocytes treated as indicated. **(C)** Quantitative analysis results of western blotting in **(B)**. **(D)** Autophagy in rat chondrocytes was identified by confocal laser scanning microscope. Yellow fluorescence represents autophagosomes and red fluorescence represents autolysosomes, respectively. **(E)** The average number of yellow dots (autophagosomes) and red dots (autolysosomes) per cell in each group was analyzed. mimics NC, mimics negative control; RT–qPCR, quantitative real-time polymerase chain reaction; Col2a1, collagen 2a1; Acan, aggrecan; MMP13, matrix metallopeptidase 13; ADAMTS5, ADAM metallopeptidase with thrombospondin type 1 motif 5; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; *P < 0.05; **P < 0.01; #*P* < 0.05; ##*P* < 0.01 versus the respective control group, *n* = 3.

## Discussion

Osteoarthritis is a common joint disease characterized by the dysregulation of chondrocytes and the decrease in extracellular matrix components, its’ pathogenesis is closely associated with chondrocyte autophagy, and ghrelin prevented articular cartilage matrix destruction in human chondrocytes (Zhang et al., 2015; Zou et al., 2016; Liu et al., 2018; Qu et al., 2018; Yu and Zhao, 2019). However, the molecular mechanisms underlying the regulation of the ghrelin and autophagy changes in OA chondrocytes remain poorly understood. This study showed that ghrelin synthesis and autophagy were decreased in both cellular and rat OA models. Through deep sequencing and further validation, we showed for the first time that the circRNA circPan3 was significantly decreased in both *in vivo* and *in vitro* OA models. We further revealed that circPan3 promoted ghrelin synthesis and chondrocyte autophagy, thus protecting against OA development via directly binding to miR-667-5p and thus suppressing miR-667-5p expression in chondrocytes. Moreover, our results showed that miR-667-5p directly bound to the 3′-UTR sequence of the *ghrelin* gene.

Autophagy is characterized by the lysosome-mediated degradation and recycling of cellular components, which is implicated in cell death (Anding and Baehrecke, 2015; Ha and Kim, 2016). The activation of autophagy is usually accompanied by elevated expression of LC3-II and beclin 1, which are used widely as autophagy biomarkers (Russo et al., 2011; Zhong et al., 2016). A recent study showed that autophagy was reduced in OA cartilage (Feng et al., 2020). Activation of autophagy could inhibit apoptosis and degradation in chondrocytes (Caramés et al., 2012; Shapiro et al., 2014). Thus, activation of autophagy is considered beneficial for the survival of chondrocytes in the early stage of OA (Duan et al., 2020). In the present study, we showed the suppression of the protein expressions of beclin 1 and LC3-II in both *in vivo* and *in vitro* OA models. The ghrelin system regulated the induction of autophagy in several cell types, such as retinal neuronal and vascular cells (Xu et al., 2017; Zhu et al., 2017). Decreased synovial fluid ghrelin levels are related to disease severity in patients with primary OA. The synovial fluid ghrelin levels were increased following laser therapy. Ghrelin may play a protective role in knee OA (Zou et al., 2017). In this study, we observed that ghrelin mRNA and proteins expressions significantly decreased in both *in vitro* and *in vivo* OA models. Our results also showed that the ghrelin content increased in OA cartilage tissues. These findings suggest that the existence of a regulatory relationship between ghrelin and autophagy likely plays a critical role in OA pathogenesis (Sun et al., 2020; Wang et al., 2021).

To explore the molecular mechanisms underlying the modulation of ghrelin and chondrocyte autophagy in OA development, we profiled the differentially expressed circRNAs and mRNAs between rat chondrocytes stimulated with or without IL-1β using deep sequencing. A large number of differentially expressed circRNAs were identified during OA development in chondrocytes. The differentially expressed circRNAs might play essential pathogenic roles in OA through targeting their downstream signaling pathways. Among these circRNAs, we showed that the expression of circPan3 was significantly suppressed in IL-1β-induced rat chondrocytes and cartilage tissues of OA rats. Our subsequent analysis revealed that circPan3 promoted ghrelin synthesis and chondrocyte autophagy but suppressed OA development, as evidenced by the upregulation of Col2a1 and Acan and the decrease of MMP13 and ADAMTS5 in chondrocytes. CircPan3 was formed by the back-splicing of the pre-mRNA encoding the PAN3 protein, which formed a heterodimer with the PAN2 protein and was involved in miRNA-mediated mRNA degradation (Christie et al., 2013; Jonas et al., 2014). Previous reports showed that other circRNAs derived from the human *Pan3* gene regulated drug resistance in acute myeloid leukemia through modulating autophagy and apoptosis (Shang et al., 2019a,b), indicating that circPan3 might exert similar biological functions in chondrocytes. CircPan3 might also regulate autophagy in other biological and pathogenic processes, which warrants further investigation. Moreover, a large number of differentially expressed genes associated with essential biological processes and signaling pathways were identified in this study, providing a basis for future analyses of circRNA-related gene expression in OA pathogenesis.

The major biological functions of circRNAs are mediated by their capacities of sponging miRNA or work as competing endogenous RNAs (ceRNAs) (Han et al., 2017; Zhang et al., 2019). CircSERPINE2 protected against OA by targeting miR-1271 and ETS-related genes (Shen et al., 2019). Circular RNA Atp9b regulated the progression of OA by targeting miR-138-5p (Zhou et al., 2018). In this study, we further found that circPan3 targeted miR-667-5p, and miR-667-5p expression increased in OA cartilage tissues. Moreover, we found that miR-667-5p targeted the 3′-UTR sequences of the *ghrelin* gene, resulting in decreased ghrelin mRNA and protein expressions in chondrocytes. We further verified that circPan3 regulating OA development was mediated by miR-667-5p: miR-667-5p overexpression blunted the protective effects of circPan3 against OA chondrocytes and inhibited autophagy activation induced by circPan3 overexpression. Previous studies have shown that the ghrelin system is closely associated with autophagy under various biological and pathogenic conditions (Delporte, 2013; Mani and Zigman, 2017; Xu et al., 2017; Zhu et al., 2017). Our findings suggest that circPan3/miR-667-5p axis might regulate autophagy via ghrelin-mediated signaling in chondrocytes during OA development.

Further studies are required to confirm the effects of knockdown of circPan3/miR-667-5p on OA development. Furthermore, our study should further verify the effect of circPan3/miR-667-5p in human OA cartilage tissues and human cells. We will determine the functions of circPan3/miR-667-5p/ghrelin in human knee cartilage tissues of normal individuals and OA patients through both overexpression and knockdown approaches. Besides, we did not determine the effects of ghrelin on chondrocyte autophagy. Ghrelin is a potential regulator of autophagy in metabolic, cardiac or neuronal disorders (Ezquerro et al., 2017). Our findings demonstrate that circPan3 suppresses miR-667-5p and thus enhancing autophagy in chondrocytes, indicating that ghrelin as a target of miR-667-5p might mediate the effects of circPan3/miR-667-5p axis on chondrocyte autophagy.

In summary, this study uncovered the profiles of differentially expressed circRNAs and mRNAs in chondrocytes during OA development. Our findings demonstrate that circPan3 promotes ghrelin synthesis and autophagy activation in chondrocytes by sponging miR-667-5p that targets *ghrelin* gene, providing experimental evidence that circPan3/miR-667-5p/ghrelin signaling axis might serve as potential targets of drug development for OA treatment.

## Data Availability Statement

The data presented in the study are deposited in the GEO dataset, accession number GSE186993 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186993).

## Ethics Statement

The animal study was reviewed and approved by the Experimental Animal Ethics Committee of Forevergen Medical Laboratory Animal Center.

## Author Contributions

L-XY and GL conceived and designed the study and critically revised the manuscript. JZ, Z-ZZ, and QL performed the experiments, analyzed the data, and drafted the manuscript. Q-JL and J-ML participated in study design, study implementation, and manuscript revision. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

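Back-spliced reads were compared between cultured rat chondrocytes without treatment (NC) and with 10 ng/ml IL-1β, 1 library each, made from the mixed RNA of 3 independent experiments. The mapping of libraries to groups follows the sample labels and the paper. Experiments without sequencing libraries here (RT-qPCR, western blots, reporters and animals) were not used, nor was the mRNA sequencing, for which only values of the paper's Supplementary Table 3 were read.

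The authors removed rRNA, aligned the reads with Bowtie2, selected back-spliced reads and identified circRNAs with CIRI; the paper's text gives no versions, genome build or annotation. The deposited values are RPM, back-spliced reads of a circRNA per 1000000 back-spliced reads of the library, under a header that says TPM. This denominator differs from the mapped reads that the paper's methods give for RPM. The authors wrote 0.001 for a circRNA without reads. The deposited length is the genomic distance from start to end.

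Reads were recovered by dividing each value by that of 1 read, and 100% of the values above 0.001 in both libraries came out whole to within 1% of a read. The totals were 4014 reads in NC and 2168 in IL-1β, and the fewest reads listed were 2. The test was planned after the paper's Supplementary Table 1 had been read and before the deposited data were examined. It assumed read counts. It was kept on the recovered reads, since 1 library per group allows no test on a log scale. For each circRNA, its reads were set against all other back-spliced reads in a two-sided Fisher's exact test (scipy 1.17.1). A circRNA was called at an unadjusted p of at most 0.05 and an absolute log2 ratio of at least 1, the criteria of the paper, with 0.001 RPM in place of 0. The statistics section of the paper names an unpaired t-test and ANOVA for comparisons of groups and no test for sequencing reads. A test on 2 libraries says nothing about the spread between animals or cultures. Benjamini-Hochberg adjustment was made over 1097 circRNAs.

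Detection was set at 3 reads, and intervals are 95% Wilson intervals. A fold against a library at or under 3 reads was computed against 3 reads and is a lower bound for the reads seen. It is not a confidence limit. Host genes came from the paper's Supplementary Table 1, which pairs 916 of the 1097 circRNAs with genes. Coordinates are those of the deposited files.

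The circRNAs named in the text were chosen by a rule set before the deposited data were examined. By then the paper's Supplementary Table 1, with reads and p-values for most of the circRNAs, had been read. The rule takes every circRNA whose host gene the paper names. It also takes the 5 calls with the smallest p in each direction with ties, and the 3 circRNAs with the most reads. Among the genes of the rule, Acan, Ghrl, Mmp13, Adamts5, Becn1, Map1lc3a, Map1lc3b and Gapdh were host to none of the circRNAs with a listed gene. A circRNA that the rule selects is not reported here. Sums over Col1a1 and Hnrnph1, and the higher call of Ptms, were chosen after the values were seen. Alternatives covered the test, the adjustment, the library total, the value used for 0, a minimum of 5 reads over both libraries, a minimum of 3 reads in a library, merging of circRNAs within 10 bp, thinning of NC to the IL-1β total in reads drawn or in listed reads, and the bin width of the length.

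The calls were tested on simulated data. Reads of the 1097 circRNAs were drawn 20 times at the real totals. For the IL-1β draws, the weights of 200 circRNAs were raised or lowered 8-fold, and all weights were then rescaled to the total. The shares of these 200 therefore did not move exactly 8-fold, and the shares of the other circRNAs moved too. The calls included 39.8% of the 200 changed circRNAs, and 92.3% of the 11 changed circRNAs with at least 10 reads expected in NC. Of the 897 circRNAs with unchanged weights, 2.36% were called, which is not a rate for unchanged shares. Most of the circRNAs with a weight changed 8-fold were thus not called. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.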

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

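All tests in this part were chosen after the results were seen. The 5 circRNAs below had an adjusted p of at most 0.05 among 1097 tested and are not among those the paper discusses, although its supplementary tables list them. Each had 0 reads in the other library, and with 1 library per condition the spread between cultures is unknown.

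A circRNA of Col2a1 on chromosome 7 (139461703 to 139469960) had 27 reads in the IL-1β library, and another (139466514 to 139467378) had 14. In the paper, Col2a1 mRNA and protein fall with IL-1β (Figure 1), in RT-qPCR and western blots, so the summed circular reads were higher where the linear transcript was reported to fall. Scaling to the total of back-spliced reads was tested with the totals of reads mapped to genes, under which the summed Col2a1 reads still differed (exact p = 1.24e-10). This test assumes that those totals come from the same libraries. Reads moving between Col2a1 junctions were tested with the sum over all junctions, which also differed (exact p = 3.65e-15). The version of the circRNA calls was tested with the paper's own reads in Supplementary Table 1, where the sum differed too (exact p = 2.27e-09). A library-wide rate of chimeric reads from abundant collagen RNA would raise Col1a1 as well, if Col1a1 RNA did not fall. The summed Col1a1 RPM in IL-1β was 0.231 times that in NC. Col1a1 was chosen for its values, and with 0 entries in Supplementary Table 3 its RNA level is unknown. Chimeric reads are therefore not excluded. Supplementary Table 3 lists only genes past its criteria and has 0 entries for Col2a1, so it reports no rise of Col2a1 RNA past them. It does not show whether an absent gene was measured, so whether Col2a1 RNA itself was higher cannot be told. For swapped labels, 18 genes induced by IL-1β were looked up, in a list saved after the table had been read. Supplementary Table 3 lists 4 of them, and all 4 were lower in IL-1β. Outside that list, Cxcl10, Tnfaip6 and Irf7 were higher, while Slpi, Socs1, Zc3h12a, Il1r1, Socs3 and Nfkbie were lower. These genes cannot tell whether the labels are swapped, and the paper does not say whether the mRNA values come from the same libraries. Of the 9 circRNAs, 5 contribute a rise to the higher sum of Col2a1 reads. This sum cannot be told apart from swapped labels, chimeric reads or a difference in Col2a1 RNA.

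The circRNA on chromosome 14 (46329509 to 46525636) had 12 reads in the IL-1β library and spans 196128 bp. With the reads of Supplementary Table 1, where NC has 4, its adjusted p was 0.0767, while the unadjusted exact p was 8.11e-04. Passing the adjusted threshold therefore depends on the version of the circRNA calls. The table assigns it to families of small RNAs, and reads shared between copies of these were not tested.

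The circRNA of Ubn2 had 25 reads in the NC library. With the reads of Supplementary Table 1, where IL-1β has 2, its adjusted p was 0.126 and its unadjusted exact p 0.00327, so passing the adjusted threshold depends on the version of the circRNA calls.

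The circRNA of Hnrnph1 had 8 reads in the IL-1β library and an adjusted p close to the threshold. With the reads of Supplementary Table 1 its adjusted p was 0.0725 and its unadjusted exact p 4.66e-04. It too passes the adjusted threshold in one version of the circRNA calls only. Its unadjusted exact p was 0.00107 with the totals of reads mapped to genes and 0.00335 with 0 taken as 1 read. Adjusted p-values for these settings are not given here. Over both Hnrnph1 circRNAs there were 5 reads in NC and 17 in IL-1β (p = 6.33e-05, two-sided Fisher's exact test). No biological explanation was tested for the chromosome 14, Ubn2 and Hnrnph1 circRNAs.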

How the results depend on the processing

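The alternatives for the numbers of circRNAs, the 5 circRNAs measured by RT-qPCR and the Pan3 sum were set before the deposited data were examined. Those for Col2a1, Col1a1, Hnrnph1 and the other named circRNAs were added afterwards.

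The number of calls (138; 122 higher and 16 lower) depended on the processing. With Benjamini-Hochberg adjustment it was 5 (4 higher, 1 lower). With at least 5 reads over both libraries it was 55, of which 39 were higher, because 83 calls with reads in IL-1β only had 3 reads (60) or 4 reads (23). With 0 taken as 1 read it was 42 (32 higher, 10 lower), and the parts played by the zeros and by the changed totals were not separated. With the totals of reads mapped to genes it was 106, 53 in each direction, and 69 calls were shared with the 138. This setting changes only the totals, whose ratio of NC to IL-1β is 1.35 for reads mapped to genes and 1.85 for back-spliced reads. It assumes that the mRNA values come from the same libraries. With the Audic-Claverie test it was 143, and all 138 calls were included. Leaving out the 5 largest circRNAs from the totals and adding 0.5 reads left the 138 calls as they were, and merging within 10 bp gave 137.

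Among the 5 circRNAs measured by RT-qPCR, the p of circZfpm1 fell to 0.0232 with the totals of reads mapped to genes, with the same reads. Over the 4 alternatives its p ranged from 0.0232 to 0.159. The p of circPan3 ranged from 0.142 to 0.654, that of circSox6 from 0.0766 to 0.414, those of circWdr33 and circScaper from 0.0863 to 0.566, and that of the Pan3 sum from 0.175 to 0.614.

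With at least 3 reads in a library, 523 circRNAs were found in NC, 286 in IL-1β and 151 in both. After thinning to the IL-1β total, 492 were found in NC and 187 in both. After thinning to equal listed reads, added afterwards, 545 were found in NC and 198.0 in both. Thinning leaves the number in IL-1β as it is. The minimum of 3 reads removes the circRNAs with 2 reads, 38.5% of those in NC and 42.7% of those in IL-1β, and thinning lowers the NC total to that of IL-1β. The share with 2 to 36 reads was 99.5% in NC alone, just outside the interval for both libraries. The most frequent length kept its bin, and 66 circRNAs were on chromosome 1 with at least 3 reads.

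For the 27 other results there were 105 alternatives, of which 96 kept their direction and side of the unadjusted threshold of 0.05. Adjusted p-values under these alternatives are not given here. In 4 the result was weaker, all 4 for single Col2a1 circRNAs with 4 or 12 reads in IL-1β. In 5 the direction was reversed, all for the 3 circRNAs with the most reads. With the totals of reads mapped to genes, Gigyf2 (exact p = 0.0256), Nfix (exact p = 0.638) and Cdyl (exact p = 0.229) had a lower share in IL-1β instead of a higher one. With 0 taken as 1 read, so did Gigyf2 (exact p = 0.237) and Cdyl (exact p = 0.771). The reads of NC over those of IL-1β are 1.78 for Gigyf2, 1.62 for Cdyl and 1.45 for Nfix, and the ratio of the totals falls from 1.85 to 1.35 in the first setting and to 1.54 in the second, so these reversals follow from the totals. These 3 circRNAs have no value in the totals that leave them out. A circRNA found in IL-1β only was called from 3 reads and one found in NC only from 9, so depth limits lower calls more than higher ones.

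The lengths in the files are genomic distances already, so that alternative cannot move the result. The alternatives per Mb of chromosome and per annotated gene were not run, since no genome of the authors' build was used here. No paired analysis was possible because each condition has 1 library. For the same reason no library was left out, and there is no other split of the libraries.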

Differences from the paper's values

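The p of circPan3 was 0.305 against the paper's 0.0475 in Supplementary Table 1. That of circSox6 was 0.170 against the paper's 0.0453, and that of circZfpm1 was 0.105 against the paper's 0.0421. Those of circWdr33 and circScaper were 0.123 each against the paper's 0.0363. The reads of these 5 circRNAs are the same in the deposited files and in the paper's table. Of the alternatives set before the deposited data were examined, none brought any of the 5 within 1.5 times the paper's p. With the totals of reads mapped to genes, circZfpm1 reached 0.0232 and passed the threshold, as the paper calls it. The Audic-Claverie test gave circZfpm1 0.0632.

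For the number of circRNAs, the values were 1097 in all against the paper's 933, 850 against 728 in NC, 499 against 400 in IL-1β and 252 against 195 in both, each within 1.5 times. The calls were 138 against the paper's 130, with 122 against 107 higher and 16 against 23 lower. With the Audic-Claverie test, 21 were lower. Of the paper's 130 calls, 32 were not called, and 2 of these are not listed in the files as used here. With the Audic-Claverie test too, 98 of the 130 were called. With Fisher's exact test on the reads of the paper's table, chosen after the values were seen, there were 123 calls, 103 higher and 20 lower.

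The reads of 5 named circRNAs differed by more than 1.5 times from those of the paper's Supplementary Table 1. For Nfix in NC there were 133 against the paper's 88. For Cdyl in IL-1β there were 78 against the paper's 44, and the share of Cdyl was higher in IL-1β here and lower with the paper's reads. For Myo18a in NC there were 11 against the paper's 6. For the chromosome 14 circRNA (46329509 to 46525636) in NC there were 0 against the paper's 4, and for Ubn2 in IL-1β there were 0 against the paper's 2. Taking 0 as 1 read gives the chromosome 14 circRNA in NC and Ubn2 in IL-1β 1 read each, still below the paper's 4 and 2. No alternative was set to explain these differences.

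A genomic distance above 6000 bp, introns included, was found for 548 of the 1097 circRNAs. Figure 2B of the paper, read by eye, shows about 120 above 6000 bp, and the paper identified 933 circRNAs. The paper does not say whether its lengths include introns, and the spliced length was not computed here. Whether 548 and about 120 disagree cannot be told, since they are not known to measure the same length. No alternative was set for the 548.

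The paper states that most circRNAs are on chromosome 1, while 9.02% were there. The paper's RT-qPCR shows circWdr33 and circScaper falling with IL-1β, while each had 0 reads in the NC library and 2 in the IL-1β library.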

Other observations

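All tests in this part were chosen after the results were seen, and the thinning to equal listed reads was specified before its own outcome was known.

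In the paper's Supplementary Table 1, the p-values of 928 of the 933 circRNAs follow a two-tailed Audic-Claverie formula applied to the table's own reads, to within 0.33%. The other 5 are circPan3, circSox6, circZfpm1, circWdr33 and circScaper. For circPan3 the paper's p is 0.0475, and the 63 other circRNAs with the same reads (4 in NC, 0 in IL-1β) have a p of 0.261 in the table. For circSox6 the paper's p is 0.0453, against 0.174 for 26 other circRNAs with the same reads. For circZfpm1 it is 0.0421, against 0.0768 for 10 others. For circWdr33 and circScaper it is 0.0363, against 0.0750 for 117 others. With the formula for all circRNAs, 125 of the paper's 130 calls pass the criteria. The paper's adjusted p is at most 0.05 for 4 of the 933 circRNAs, and for circPan3 it is 0.208. No explanation was tested for these values.

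The deposited files and Supplementary Table 1 share 916 circRNAs. Of these, 649 have the same reads in both, 260 have more reads in the files in at least 1 library, and 7 have fewer. There are 181 circRNAs listed only in the files, 170 of them with 2 or 3 reads, and 17 listed only in the table.

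There were 122 higher and 16 lower calls. When the reads of each circRNA were dealt at random to the libraries at their totals, and single reads were dropped, 42.4 circRNAs were called on average (from 27 to 55 in 100 draws), 93.4% of them higher. The share of higher calls was as large as in the data (88.4%) in 90 of the 100 draws, so reads dealt at random also gave mostly higher calls. The number of calls was as large as 138 in 0 of the 100 draws, and the largest excess of higher over lower calls was 51, against 106 in the data. The draws start from listed reads and lack the single reads that the files leave out. They held 3751 listed reads in NC and 1781 in IL-1β on average, fewer than the data. They therefore cannot tell whether library depth and the listing limit of 2 reads account for the number of calls or the share of higher calls. Variation between libraries of the same condition was not tested, and the calls cannot be told apart from it.

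The IL-1β library lists fewer circRNAs than NC. In 80 of 100 draws, NC thinned to the IL-1β total had as few circRNAs as IL-1β or fewer. This test leans toward library depth, because the thinned NC held 1903 listed reads on average against 2168 in IL-1β. The test of library depth with equal listed reads, whose expected outcome was written down before it was run, gave as few circRNAs as IL-1β in 0 of 100 draws. Thinned NC then listed 545 circRNAs on average against 499, so depth alone does not account for the whole difference. With 1 library per condition, the rest cannot be told apart from variation between libraries, and no biological explanation was tested. Relative to the totals of reads mapped to genes that Supplementary Table 3 implies (9748952 in NC and 7212435 in IL-1β), there were 412 back-spliced reads per 1000000 in NC and 301 in IL-1β. These rates assume that both kinds of value come from the same libraries, which the paper does not say.

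The 6 circRNAs of Col1a1 had 40 reads in NC and 5 in IL-1β, 4.32-fold less in RPM (p = 4.26e-04, two-sided Fisher's exact test), while the sum over the 9 of Col2a1 was higher in IL-1β. Single circRNAs went both ways, with 5 of Col2a1 higher and 4 lower in IL-1β, and 1 of Col1a1 higher and 5 lower. Both directions of the sums held under the 4 alternatives run for them. The genes were chosen for their values, and the same reads cannot test the difference again.

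Among the values of the paper's Supplementary Table 3, Nos2 has 20 reads in NC and 0 in IL-1β, C3 has 128 and 10, Cxcl1 has 52 and 7, and Lcn2 has 145 and 25. Other inflammatory genes, picked after the table was read, go both ways. Cxcl10 (2 and 7), Tnfaip6 (3 and 8) and Irf7 (11 and 24) are higher in IL-1β. Slpi (59 and 19), Socs1 (57 and 21), Zc3h12a (63 and 24), Il1r1 (67 and 29), Socs3 (55 and 25) and Nfkbie (144 and 69) are lower. Swapped labels are a hypothesis for this, resting on the 4 genes out of 18 that the table lists and on no direct test of the circRNA libraries.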
